A study of Rattus norvegicus with 11 samples. Its data were reported in "The estrous cycle surpasses sex differences in regulating the transcriptome in the rat medial prefrontal cortex and reveals an underlying role of early growth response 1" (2015).

How the data were processed

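Gene expression was measured by RNA sequencing of tissue punches from the medial prefrontal cortex (mPFC) of adult rats, the part of the frontal cortex that holds its infralimbic, prelimbic and cingulate areas. The 11 samples were 4 males, 3 females in proestrus and 4 females in diestrus. Proestrus is the stage of the rat estrous cycle with high ovarian hormone levels, and diestrus is a stage with low levels. Samples were assigned to groups by their labels alone, and each is named by its group and the replicate number of its label.

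The authors prepared poly(A)-selected, unstranded libraries with synthetic spike-in RNA, pooled them for sequencing, trimmed the single-end reads with Trimmomatic, aligned them with Tophat2 and Bowtie2 to the Rnor_5.0 rat assembly plus the spike-in sequences, and counted uniquely mapping reads per Ensembl gene with HTSeq-count. The authors then discarded genes under a read minimum derived from the spike-ins and left out 1 proestrus library as an outlier, which was not analysed here. The authors called a gene differing where both edgeR and DESeq2 did. Both deposited tables hold a non-negative signal per gene and sample, not raw counts. The first deposited table is described as normalized with DESeq2 and holds 15607 genes, and the second is described as normalized with edgeR and holds 15724 genes.

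What each table holds was checked from its values. In the DESeq2-normalized table, every value was a whole multiple of 1 step per sample, so that 100% of the values in each library became whole reads within a tolerance of 0.01. Size factors recomputed with DESeq2 from those reads equalled the inverse of the steps. In the edgeR-normalized table, the deposited values were not scaled for library size. Each value was a whole read count multiplied by 1 of 11 factors from 0.956 to 1.07, which cycled down the table irrespective of the sample. These factors differed from the inverse TMM factors of the 11 samples by at most 2.2e-16. The reads behind both tables were identical for the genes they share. The 117 genes held by the second table alone had between 24 and 49 reads in total over the 11 libraries. No column belonged to a sample outside the 11.

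The number of reads on genes was 15.9 to 24.6 M per library. The median gene had 244 to 362 reads, for which counting error alone is 5.26% to 6.40%. Intervals given for shares cover counting error only. Replicates were compared before they were averaged: in the 15 pairs of libraries of the same group, the chi-square statistic per degree of freedom over genes was 5.28 to 30.0, so that no library was a copy of another of its group.

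The main test was limma version 3.58.1 in R 4.3.3, with a prior variance that followed abundance, on log2(DESeq2-normalized count + 1). The p-values were adjusted with the Benjamini-Hochberg method over all genes tested, at a false discovery rate (FDR) of 0.05. The fold changes are on this log2 scale, which understates the change of genes with low counts. Proestrus vs diestrus, proestrus vs males and diestrus vs males were contrasts of 1 fit with 3 groups, so that all 11 libraries gave 1 estimate of the spread. Females vs males was a fit with sex as its sole term, with 7 females against 4 males. No covariate was used. The test was chosen because the tables were described as normalized values. This choice, the rule for naming genes and the alternatives listed last, other than those said to be added, were made before the data were examined. The number of names printed under that rule is an exception. The quasi-likelihood test of edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered reads as alternatives. On counts simulated for 15607 genes from the means and library sizes of these samples, with 200 genes changed by a log2 fold change of 1, limma recovered 95.5% of the changed genes in proestrus vs diestrus, 93.5% in proestrus vs males, 96.5% in diestrus vs males and 99.5% in females vs males. It also called 10, 12, 16 and 7 unchanged genes in these comparisons. The changed genes all had a mean of at least 50 normalized counts. Genes were drawn independently, without variation shared across a whole library, which the real libraries hold. These shares therefore check the test and do not give the power of the real comparisons.

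Principal component analysis and Euclidean distances between samples used the 500 genes with the largest variance on the log2 scale, and differences between groups in them were tested with exact permutation tests, two-sided. Overlaps and correlations between proestrus vs males and diestrus vs males share the same 4 male libraries, so each is given beside 100 simulations of unchanged groups.

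Genes were named by 1 rule, which took the largest log2 fold change in each direction among genes past the FDR, with a mean of at least 50 normalized counts and no overlap between the compared groups. At most 2 genes per direction and comparison are printed, which is fewer than the rule first allowed. Where 5 or fewer genes passed in a direction and the rule left names free, genes outside it were named after their values were seen. The tables give Ensembl gene identifiers and do not pair them with symbols. The reference table of 47357 RefSeq genes used here gave an Ensembl identifier for 0 of them, so genes are named by identifier. The study's supplementary tables were not used here. For this reason the genes the study measured by PCR, the sex chromosome genes meant to check the labels, the 11 gene set tests, the cell type marker lists, the share of genes on the X chromosome and the correction for GC content and gene length were not analysed here. Reads shared between near-identical gene copies, overlapping genes or opposite strands could not be separated, since the libraries were unstranded.

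The alternatives were the edgeR-normalized table, quantile normalization, pseudocounts of 0.5 and 5, means of at least 50 or 500 normalized counts, fits of the compared groups alone, the replicate number as a block, both count tests and the genes they share, sample weights, a prior variance without a trend, the mean of both stage contrasts for females vs males, the 70 most variable genes or all genes for distances, and leaving out each library in turn. A surrogate variable (sva 3.50.0), the edgeR likelihood-ratio test with and without DESeq2, and TMM-scaled log2 CPM were added after the data had been seen.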

Results

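To describe how the mPFC transcriptome varied with sex and with the stage of the estrous cycle, gene-level reads of male rats (n = 4), females in proestrus (n = 3) and females in diestrus (n = 4) were examined. The libraries held 19.6 ± 3.07 M reads on genes in males (SD, n = 4), 18.3 ± 1.48 M in proestrus (SD, n = 3) and 20.3 ± 3.21 M in diestrus (SD, n = 4). The smallest library was male replicate 4 with 15.9 M reads and the largest was diestrus replicate 5 with 24.6 M. The 20 most abundant genes took 12.4% ± 0.681 of the reads in males (SD, n = 4), 12.2% ± 1.08 in proestrus (SD, n = 3) and 13.7% ± 0.251 in diestrus (SD, n = 4).

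The arrangement of the samples was first examined by principal component analysis of the 500 most variable genes. The first component held 24.8% of their variance. Its scores were 12.4 ± 2.50 in proestrus (SD, n = 3) and −10.1 ± 7.71 in diestrus (SD, n = 4), and all proestrus samples scored above all diestrus samples. In an exact permutation test over 35 splits, two-sided, this difference had p = 0.0286, the smallest this design allows, and did not pass the correction over 8 tests (Benjamini-Hochberg adjusted p = 0.0572). Males were spread along this component from −12.1 to 13.0, with a mean of 0.80 ± 11.1 (SD, n = 4), and were not distinguishable on it from proestrus (exact permutation p = 0.2, adjusted 0.267) or from diestrus (exact permutation p = 0.143, adjusted 0.229). The second component held 15.7% of the variance and parted the sexes, with scores of 6.51 ± 3.06 in females (SD, n = 7) and −11.4 ± 3.71 in males (SD, n = 4). All 7 females scored above all 4 males (exact permutation test over 330 splits, two-sided, p = 0.00303, the smallest this design allows, adjusted p = 0.0242).

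**Figure D1:**
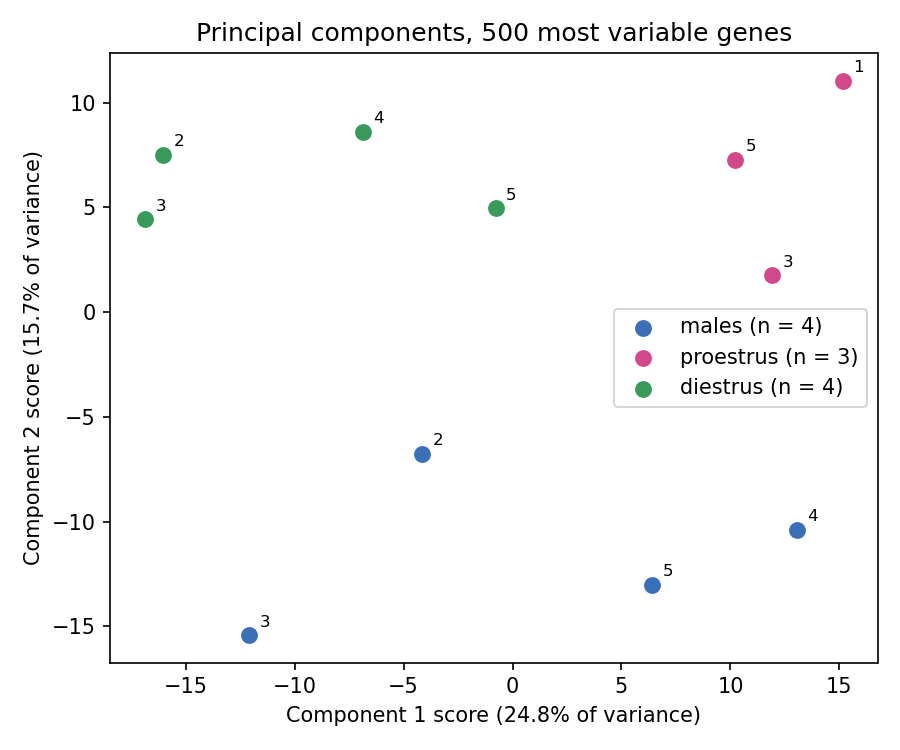
Scores of the 11 samples on the first component (horizontal axis, 24.8% of variance) and the second component (vertical axis, 15.7% of variance) of the 500 most variable genes, with points coloured by group and numbered by replicate. The 4 males lie below all females on the second component, and on the first component they span from −12.1 to 13.0.

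Whether diestrus females resembled males more than proestrus females was asked with Euclidean distances over the same 500 genes. The mean distance was 35.6 between diestrus and proestrus samples, 34.8 between diestrus samples and males, and 34.2 between proestrus samples and males. The difference of 0.84, diestrus to proestrus minus diestrus to males, was not distinguishable from 0 (exact permutation test over 35 splits, two-sided, p = 0.714). With the 70 most variable genes the difference was −0.94, the opposite direction (exact permutation p = 0.429), and without proestrus replicate 1 it was −0.63 (exact permutation p = 0.8). With all genes it was 5.42, in the direction of diestrus samples nearer to males (exact permutation p = 0.2).

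The effect of the estrous cycle was examined by comparing proestrus with diestrus females. Of 15607 genes, 395 passed the FDR with limma, 382 of them higher and 13 lower in proestrus, and 4169 had an unadjusted p below 0.05. The share higher in proestrus was 96.7% (95% Clopper-Pearson interval 94.4% to 98.2%). The median absolute log2 fold change of the 395 genes was 1.03. The edgeR quasi-likelihood test on the recovered reads gave 422 genes and DESeq2 gave 1076, of which 883 were higher and 193 lower in proestrus. Leaving out single libraries gave counts from 0 to 1774, and each of the 11 moved the count by more than 1.5 times. Without proestrus replicate 1 or 3 it was 0 with limma, where 2766 and 2960 genes had an unadjusted p below 0.05, and without proestrus replicate 5 it was 25. Without diestrus replicate 2, 3, 4 or 5 it was 21, 35, 95 and 1774. Males enter this contrast only through the estimate of the spread, and without male replicate 2, 3, 4 or 5 the count was 134, 1147, 647 and 152.

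**Figure D2:**
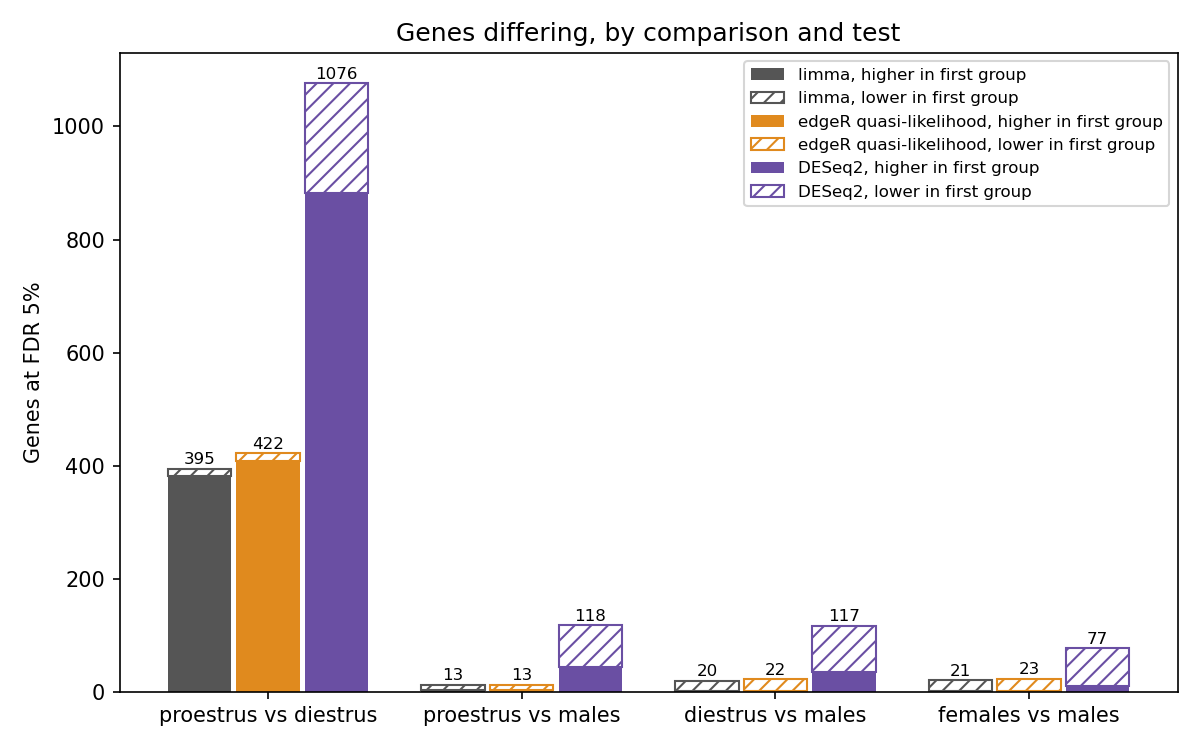
Number of genes past the FDR (vertical axis) in each of the 4 comparisons (horizontal axis) with limma, the edgeR quasi-likelihood test and DESeq2, where filled bars are genes higher and hatched bars genes lower in the group named first. Proestrus vs diestrus gives the most genes with each test, from 395 with limma to 1076 with DESeq2.

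Among the genes higher in proestrus, ENSRNOG00000004753 had 750 ± 122 normalized counts in proestrus (SD, n = 3) and 118 ± 25.8 in diestrus (SD, n = 4), a log2 fold change of 2.66 with limma (SE 0.43, adjusted p = 0.0145). Its 4 male values spread over 311 ± 210 (SD, n = 4), from 100 to 570. ENSRNOG00000008088 had 212 ± 36.9 normalized counts in proestrus and 47.2 ± 8.10 in diestrus (log2 fold change 2.15, SE 0.31, limma adjusted p = 0.0137), with 114 ± 60.1 in males. Among the genes lower in proestrus, ENSRNOG00000032130 had 54.0 ± 7.29 normalized counts in proestrus and 91.0 ± 17.8 in diestrus (log2 fold change −0.73, SE 0.18, limma adjusted p = 0.0482). ENSRNOG00000015812 had 152 ± 14.6 in proestrus and 239 ± 26.2 in diestrus (log2 fold change −0.65, SE 0.12, limma adjusted p = 0.0209). In each of these genes, all 3 proestrus samples lay on the same side of all 4 diestrus samples. All 4 genes lost the FDR without proestrus replicate 1 (limma adjusted p from 0.104 to 0.192) and without proestrus replicate 3 (0.079 to 0.184). Without proestrus replicate 5, the adjusted p was 0.0572 for ENSRNOG00000004753, 0.114 for ENSRNOG00000032130 and 0.0986 for ENSRNOG00000015812, and without diestrus replicate 2 it was 0.0539, 0.153 and 0.0774 for the same genes. ENSRNOG00000015812 also lost the FDR without diestrus replicate 3 (0.0711). ENSRNOG00000032130 lost it without diestrus replicate 3 (0.146) or 4 (0.059) and without male replicate 2 (0.0752) or 5 (0.0685).

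The position of males relative to both female stages was then described for the 395 genes. Male means lay between the diestrus and proestrus means for 99.2% of them (95% Clopper-Pearson interval 97.8% to 99.8%). The interval treats genes as independent, which they are not. These genes were selected for a difference between the stages, which by itself favours male means between them. No value for males without an effect was computed, so the share is described only. The median position of males was 0.45, where 0 is the diestrus mean and 1 the proestrus mean. This median was 0.29 without male replicate 4 and 0.63 without male replicate 3.

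Sex differences were examined within each stage. In proestrus vs males, 13 genes passed the FDR with limma, 3 higher and 10 lower in proestrus, with a median absolute log2 fold change of 1.60, and 1766 genes had an unadjusted p below 0.05. The edgeR quasi-likelihood test gave 13 genes and DESeq2 gave 118. The count was 5, 26 and 2 without male replicate 3, 4 or 5, and 3, 8 and 2 without proestrus replicate 1, 3 or 5. ENSRNOG00000006186 had 1523 ± 82.9 normalized counts in proestrus (SD, n = 3) and 864 ± 123 in males (SD, n = 4), a log2 fold change of 0.83 with limma (SE 0.11, adjusted p = 0.0137). ENSRNOG00000023383 had 3278 ± 150 in proestrus and 2207 ± 305 in males (log2 fold change 0.58, SE 0.10, limma adjusted p = 0.0417). ENSRNOG00000048955 had 559 ± 144 normalized counts in proestrus and 2069 ± 654 in males (log2 fold change −1.86, SE 0.27, limma adjusted p = 0.021). ENSRNOG00000049424 had 1139 ± 265 in proestrus and 4127 ± 1315 in males (log2 fold change −1.82, SE 0.26, limma adjusted p = 0.0183). In each of these genes, all 3 proestrus samples lay on the same side of all 4 males. All 4 genes lost the FDR without male replicate 5 (limma adjusted p from 0.0627 to 0.105), proestrus replicate 1 (0.0993 to 0.24) or proestrus replicate 5 (0.0894 to 0.19). ENSRNOG00000048955 also lost it without male replicate 3 (0.0538) or proestrus replicate 3 (0.058). ENSRNOG00000023383 also lost it without male replicate 2 (0.156) or 3 (0.066), proestrus replicate 3 (0.126) and diestrus replicate 2 (0.0564) or 4 (0.0673).

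In diestrus vs males, 20 genes passed the FDR with limma, 2 higher and 18 lower in diestrus, with a median absolute log2 fold change of 1.56, and 1501 genes had an unadjusted p below 0.05. The edgeR quasi-likelihood test gave 22 genes and DESeq2 gave 117. The count was 1 without diestrus replicate 3 or 4, 88, 5 and 1 without male replicate 3, 4 or 5, and 2 without proestrus replicate 5. Neither gene higher in diestrus reached the mean of 50 normalized counts that the naming rule asks for, and both are named after their values were seen. ENSRNOG00000037911 had 47.4 ± 9.07 normalized counts in diestrus (SD, n = 4) and 3.09 ± 1.07 in males (SD, n = 4), a log2 fold change of 3.58 with limma (SE 0.25, adjusted p = 2.13e-05), and it passed in each of the 11 fits that left out 1 library. ENSRNOG00000009440 had 17.5 ± 4.22 in diestrus and 4.06 ± 1.83 in males (log2 fold change 1.93, SE 0.33, limma adjusted p = 0.0383), and it lost the FDR without any 1 library except male replicate 3 (0.0647 to 0.192). At such low counts the fold change depends on the pseudocount. With a pseudocount of 5 it was 2.69 and 1.32 for these genes.

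Among the genes lower in diestrus, ENSRNOG00000033517 had 8.89 ± 2.31 normalized counts in diestrus (SD, n = 4) and 433 ± 124 in males (SD, n = 4), a log2 fold change of −5.45 with limma (SE 0.79, adjusted p = 0.0263). The 3 proestrus values of this gene did not cluster, at 312, 278 and 9.17 normalized counts. ENSRNOG00000045989 had 30.8 ± 6.73 normalized counts in diestrus and 115 ± 51.3 in males (log2 fold change −1.78, SE 0.30, limma adjusted p = 0.0346). In both genes, all 4 diestrus samples lay below all 4 males. Both lost the FDR without diestrus replicate 3 (limma adjusted p 0.0896 and 0.0962) or 4 (0.0902 and 0.1) and without male replicate 4 (0.0574 and 0.0804) or 5 (0.131 and 0.201). ENSRNOG00000045989 also lost it without diestrus replicate 2 (0.0941) or 5 (0.0685) and without proestrus replicate 1 (0.0566) or 5 (0.059).

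Both stages were next compared in their differences from males. The 13 and 20 genes shared 10 genes, all changed in the same direction, which is 76.9% of the proestrus and 50% of the diestrus genes. Simulated unchanged groups, compared with a shared set of males that was simulated as well, shared 0 genes in the median of 100 draws. An overlap needs genes that pass in both comparisons, which unchanged groups rarely give. This value therefore cannot show how much of the overlap comes from the shared males. The overlap was 1, 1 and 5 without diestrus replicate 3, 4 or 5, 4, 4 and 1 without male replicate 3, 4 or 5, and 2, 5 and 1 without proestrus replicate 1, 3 or 5. Across all genes, the log2 fold changes of both comparisons correlated with r = 0.17, where genes are not independent replicates. Unchanged groups simulated with independent genes gave a median r of 0.46 (central 95% from 0.44 to 0.50), whereas resampling of whole libraries gave 0.43 (central 95% from −0.05 to 0.86), so that the observed r lay within the range of whole-library variation. Among genes with a mean of at least 500 normalized counts, r was −0.11. The proestrus vs diestrus genes shared 0 genes with proestrus vs males and 3 with diestrus vs males.

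Without regard to the stage of the cycle, 21 genes passed the FDR in females vs males with limma, 2 higher and 19 lower in females, and 754 had an unadjusted p below 0.05. The median absolute log2 fold change of the 21 genes was 1.22. The edgeR quasi-likelihood test gave 23 genes and DESeq2 gave 77. The count was 1, 13 and 2 without male replicate 3, 4 or 5, 12 without diestrus replicate 4, and 13 without proestrus replicate 1 or 5. Of the 21 genes, 12 also passed in proestrus vs males and 14 in diestrus vs males, all in the same direction. These comparisons use the same libraries, so shared genes and equal directions are largely built in. No value for unchanged groups was computed for this overlap.

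ENSRNOG00000049424 had 1205 ± 274 normalized counts in females (SD, n = 7) and 4127 ± 1315 in males (SD, n = 4), a log2 fold change of −1.75 with limma (SE 0.21, adjusted p = 0.00875). ENSRNOG00000031230 had 29.0 ± 9.16 in females and 98.6 ± 32.3 in males (log2 fold change −1.74, SE 0.27, limma adjusted p = 0.0247). ENSRNOG00000006186 was higher in females, with 1361 ± 181 normalized counts against 864 ± 123 in males (log2 fold change 0.66, SE 0.11, limma adjusted p = 0.0385). In each of these genes, all 7 females lay on the same side of all 4 males. ENSRNOG00000037911, with a mean below the naming rule and named after its values were seen, had 61.5 ± 21.9 in females and 3.09 ± 1.07 in males (log2 fold change 3.90, SE 0.27, limma adjusted p = 2.26e-05), with all 7 females above all 4 males, and passed in each of the 11 fits that left out 1 library. Without male replicate 3 or 5, the adjusted p was 0.053 and 0.0672 for ENSRNOG00000049424, 0.119 and 0.183 for ENSRNOG00000031230, and 0.143 and 0.203 for ENSRNOG00000006186. ENSRNOG00000031230 also lost the FDR without male replicate 4 (0.0668), diestrus replicate 4 (0.0517) and proestrus replicate 1 (0.0591) or 5 (0.0514). ENSRNOG00000006186 also lost it without male replicate 2 (0.157), diestrus replicate 4 (0.0963) or 5 (0.0862) and proestrus replicate 1 (0.0887), 3 (0.0825) or 5 (0.0722).

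**Figure D3:**
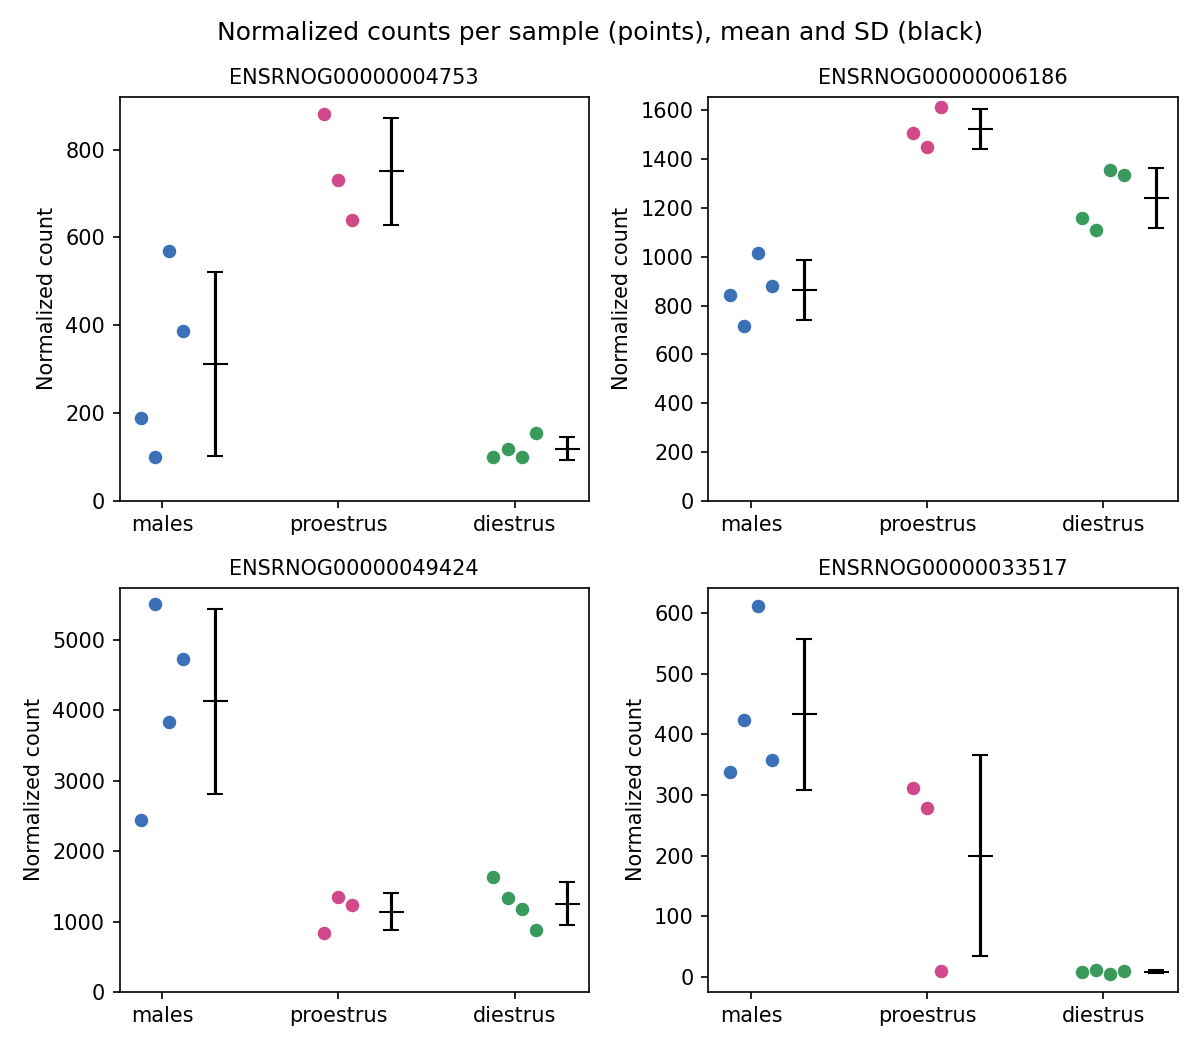
Normalized counts (vertical axes) of 4 named genes in each sample of the 3 groups (horizontal axes), where points are samples and the black marks give the mean and SD. Male values of ENSRNOG00000004753 span from 100 to 570, all male values of ENSRNOG00000049424 lie above all female values, and 1 of the 3 proestrus samples has 9.17 counts of ENSRNOG00000033517.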

Values the study reported

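The study reported 67 of 15,607 detected genes as differing between females and males at a 5 % FDR, with 91 % of them lower in females. Against males, it reported 90 genes in proestrus and 98 in diestrus, of which 66 % and 71 % were down-regulated. Between proestrus and diestrus it reported 985 genes, 87 % of them higher in proestrus. The overlap of the sex-biased genes of both stages was given as 46 % for proestrus and 47 % for diestrus.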

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

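Of the tests in this part, the fit with 1 surrogate variable and the use of the position of male replicate 3 on the first component were chosen after the results were seen.

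In males, the share of reads taken by the 20 most abundant genes was 13.4% in replicate 3 and at most 12.2% in the other 3 libraries. The gap of replicate 3 to the nearest male was 0.889 of the whole male range, which placed it apart from the others. It was the only such case among 32 sets of 4 samples examined, and chance gives about 1 in 20, so chance remains open. Male replicate 3 also lay lowest of the males on the first component. Without the 100 most abundant genes, the spread of males on a score of the proestrus to diestrus difference was 99.8% of its value. Of the 400 equally weighted genes of the score, 391 were outside those left out, and leaving them out changed the size factors by at most 0.13%. This removal could hardly change the score or the scaling, so it cannot decide whether a few abundant genes caused the spread of males. Why the share was higher in this library was not tested, and a difference in the animal, the tissue punch or the library remains open.

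The 4 genes named in proestrus vs diestrus differed in their effect against males between the stages, since the difference of both effects is the tested contrast. It was 2.66 (log2) for ENSRNOG00000004753, 2.15 for ENSRNOG00000008088, −0.73 for ENSRNOG00000032130 and −0.65 for ENSRNOG00000015812. All 4 passed the FDR under quantile normalization, in the edgeR quasi-likelihood test and in DESeq2. In the edgeR-normalized table as deposited, which is not scaled for depth, ENSRNOG00000032130 and ENSRNOG00000015812 lost it (limma adjusted p 0.0653 and 0.059). Their log2 fold changes there were −0.83 and −0.72. The scaling of library size as the whole cause is argued against most clearly for ENSRNOG00000004753 and ENSRNOG00000008088, which passed in all of these settings. None of the 4 passed with 1 surrogate variable (limma adjusted p from 0.204 to 0.816, the highest over their settings) or without proestrus replicate 1 (0.104 to 0.192) or 3 (0.079 to 0.184). With the surrogate variable their log2 fold changes shrank to 1.54, 1.34, −0.38 and −0.57, in the order above. The variable therefore overlapped with stage and took up part of the tested difference. Its loss of these genes is partly built in and does not argue against stage. Chance was not excluded for the comparison as a whole: 2 of the 35 splits of the 7 females, the real one included, gave as many genes. In the other of these splits only diestrus replicate 5 changed sides, so it is not free of the stage difference. Stage, as the design names it, remains open and untested as the explanation. Reads shared with gene copies and a bias of GC content or gene length were not tested.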

How the results depend on the processing

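TMM-scaled log2 CPM, the surrogate variable and the edgeR likelihood-ratio test alone or with DESeq2 were chosen after the results were seen and with the study's counts known. The gene set tests and the GC content and length correction, alone or with the block, were not run because identifiers could not be matched to the annotation used here. Unless stated, the cause of a change was not tested.

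Counts of genes are given in the order proestrus vs diestrus, proestrus vs males, diestrus vs males, females vs males, with the main counts 395, 13, 20 and 21. DESeq2 on the recovered reads gave 1076, 118, 117 and 77. The edgeR likelihood-ratio test gave 1164, 119, 145 and 76, and genes called by it and DESeq2 were 1005, 106, 112 and 68. The edgeR quasi-likelihood test, alone or with DESeq2, pseudocounts of 0.5 and 5, TMM-scaled log2 CPM and the mean of both stage contrasts moved no count by more than 1.5 times. Without a trend in the prior variance the counts were 16, 2, 4 and 1. Sample weights gave 1004, 41 and 52 in proestrus vs diestrus, proestrus vs males and females vs males. The edgeR-normalized table as deposited, which is not scaled for depth, gave 106, 108 and 38 in the 3 comparisons with males. Fits of the compared groups alone gave 817 and 23 in proestrus vs diestrus and proestrus vs males. Genes with a mean of at least 50 gave 6 in diestrus vs males. Genes with a mean of at least 500 gave 0, 5 and 11 in proestrus vs diestrus, diestrus vs males and females vs males, where fewer genes are tested. In the former, 1996 of 6068 genes had an unadjusted p below 0.05 with limma. With 1 surrogate variable, proestrus vs diestrus gave 0 genes with limma (972 at an unadjusted p below 0.05), diestrus vs males 41 and females vs males 117. The proestrus vs diestrus fold changes of the named genes shrank with this variable, so it overlapped with stage. Its count of 0 is therefore partly built in.

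Leaving out each library in turn gave 0 genes (without proestrus replicate 1 or 3, where 2766 and 2960 had an unadjusted p below 0.05) to 1774 (without diestrus replicate 5) in proestrus vs diestrus with limma, and each of the 11 fits moved the count by over 1.5 times. The range was 2 (without male replicate 5 or proestrus replicate 5) to 26 (without male replicate 4) in proestrus vs males, 1 (without diestrus replicate 3 or 4 or male replicate 5) to 88 (without male replicate 3) in diestrus vs males, and 1 (without male replicate 3) to 24 (without diestrus replicate 2) in females vs males.

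The overlap of 10 genes between both comparisons with males became 51 with the edgeR-normalized table, 43 with DESeq2, 40 with the likelihood-ratio test, 38 with that test and DESeq2, 4 with a mean of at least 50 or 500, and 1 without the trend, with a leave-one-out range of 1 to 11. The correlation of 0.17 became 0.0921 with a pseudocount of 5, 0.0131 with a mean of at least 50, −0.11 with a mean of at least 500, which reverses its sign, and 0.39 with 1 surrogate variable. Its leave-one-out range was 0.0590 (without diestrus replicate 5) to 0.284 (without male replicate 4).

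The share of proestrus vs diestrus genes higher in proestrus, 96.7%, became 92.0% with quantile normalization, 82.1% with DESeq2, 89.2% with sample weights, 100% without the trend, 86.3% with the likelihood-ratio test and 86.1% with that test and DESeq2. It ranged from 70.6% (without diestrus replicate 5, 1253 higher and 521 lower) to 100% (without diestrus replicate 2). The share with males between, 99.2%, became 97.3% with the edgeR-normalized table, 97.7% with quantile normalization, 97.6% with DESeq2, 97.5% with sample weights, 93.8% without the trend and 97.0% with the likelihood-ratio test, with a leave-one-out range of 95.2% to 100%. The median position of males, 0.45, ranged from 0.29 (without male replicate 4) to 0.63 (without male replicate 3). These shares have no value where no gene passed.

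The distance difference of 0.84 reversed to −0.94 with the 70 most variable genes (exact permutation p = 0.429) and to −0.63 without proestrus replicate 1, and its leave-one-out range reached 2.01. With all genes it was 5.42 (exact permutation p = 0.2). Distances grow with the number of genes, so this value is not on the same scale as the others. Its exact permutation p was 0.2 or more in each setting run.

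Samples of different groups with the same replicate number were not taken as pairs, because the labels give the number no meaning and deviations from the group means did not correlate above 0.1 in every such pair. They did in 6 of 8 same-number pairs (r across genes from 0.0116 to 0.591), against 5 of 32 different-number pairs (from −0.67 to 0.58), so a factor shared by number stays open. A fit with the replicate block gave 517, 3, 47 and 18 genes, an overlap of 3, 89.0% higher in proestrus and 96.5% with males between. In it, 6 of the 13 results for genes named by the rule passed the FDR.

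No named gene changed sign in any setting run. All 13 results for genes named by the rule kept the FDR in edgeR's quasi-likelihood test and in DESeq2, and 0 kept it without the trend. Without proestrus replicate 1, 2 of them kept it. Of the genes named after their values were seen, ENSRNOG00000037911 kept it in all settings that tested it. The median gene had at least 244 reads per library, and how far depth limits the calls was not tested. Low genes such as ENSRNOG00000033517 in diestrus rest on 5 to 13 reads.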

Other observations

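The tests of the male spread against other splits, of the sex labels, of the stage label and mixing of a proestrus library, of the axis within each female stage, of subtracting other axes and of the factors of the edgeR-normalized table, and the edgeR likelihood-ratio test, were chosen after the results were seen.

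Some counts here differ from those quoted from the study. With limma, 395 genes differed between proestrus and diestrus. That is lower than the value quoted from the study above. With limma, 13 genes differed in proestrus vs males. That is lower than the value quoted from the study above. With limma, 20 genes differed in diestrus vs males. That is also lower than the quoted value. In females vs males, 21 genes differed with limma. That too is lower than the quoted value. The shared genes made up 76.9% of the genes of proestrus vs males. That is higher than the share quoted for proestrus. For diestrus, the shared genes made up 50% of the genes. That is near the quoted share. With DESeq2, 43 genes were shared out of 118 in proestrus vs males and 117 in diestrus vs males. Those shares are lower than the quoted ones, so the direction depends on the test. The authors' calls needed both edgeR and DESeq2. Genes called by DESeq2 and the edgeR quasi-likelihood test were 415, 13, 22 and 23 in the order above. With the edgeR likelihood-ratio test in its place they were 1005, 106, 112 and 68. The latter are close to the quoted counts, and the former are lower.

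Whether other groupings of the samples give as many genes was counted with limma. For proestrus vs diestrus, 2 of the 35 splits of the 7 females gave at least 395 genes, so chance was not excluded. The split other than the real one set diestrus replicates 2, 3 and 4 against the proestrus samples and diestrus replicate 5, and gave 2070 genes. Only diestrus replicate 5 changed sides in it, so it is not free of the stage difference. The median over the 35 splits was 0 genes. For proestrus vs males, 2 of 35 splits gave at least 13 genes, and chance was not excluded. For diestrus vs males, 3 of 35 splits gave at least 20 genes, up to 3503 genes when male replicate 3 took the place of diestrus replicate 5, and chance was not excluded. For females vs males, 3 of 100 splits drawn from 330 gave at least 21 genes, the real one included. The real split was included by design, and the others were drawn without replacement, so a binomial interval does not apply to this share. Not all 330 splits were run, and the count was not used to decide on chance. The largest count among these splits was 5791 genes. That split set male replicate 3 and diestrus replicates 2, 3 and 4 against the rest. Leaving out diestrus replicate 5 or male replicate 3 in turn gave 1774 and 1147 genes in proestrus vs diestrus, and leaving out proestrus replicate 1 or 3 gave 0 with limma, where 2766 and 2960 genes had an unadjusted p below 0.05.

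The difference between proestrus and diestrus also ran through the males. A score was made from the 200 genes highest and the 200 lowest in proestrus against diestrus, chosen without the males. It was 0.85 ± 0.10 in proestrus (SD, n = 3), −0.65 ± 0.35 in diestrus (SD, n = 4) and 0.02 ± 0.60 in males (SD, n = 4). Males ranged from −0.76 in replicate 3 to 0.64 in replicate 4, which is 93.2% of the difference between the stages. Scores made in the same way from each of the 35 splits of the females spread the males as widely in 1 split, the real one, with a median male SD of 0.17 and the next widest at 0.58. Males have no estrous cycle, so estrous stage as the only source of variation along this score is argued against. Whether the other source also adds to the difference between the stages stays open. The male spread was 100.4% of its value after all libraries were thinned to the smallest total, which argues against library size. It was 92.9% after a loess correction on abundance, which argues against abundance-dependent scaling. It was 99.8% with the 391 genes of the score outside the 100 most abundant, and leaving the latter out changed the size factors by at most 0.13%. So small a removal cannot decide whether a few abundant genes played a part. All males stayed apart from all females on the second component, with a gap of 8.51, so a library with the wrong sex label is argued against.

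The largest axis of variation among the 4 males alone held 69.3% of their variance over 11731 genes. Across genes, which are not independent replicates, it correlated with the proestrus minus diestrus log2 fold changes with r = 0.81. Whether the axis is specific to the split by stage stays open, since 2 of the 35 splits of the females, the real one included, correlated as strongly, the largest other r being 0.82 in size. Of the variance within diestrus, 33.4% lay along this axis, where a single axis can hold at most 66.0%, against 0.176% and 0.0966% along the other 2 male components. This is consistent with an axis shared by males and diestrus females. Of the variance within proestrus 0.79% lay along it, less than the 1.69% along the second male component, which argues against the same variation among these 3 proestrus samples. Scores on the axis were 15.6 to 19.0 in proestrus, −25.2 to 4.47 in diestrus and −27.3 to 20.2 in males. In the females alone, 661 of these genes differed between proestrus and diestrus with limma. After the male axis was subtracted, 32 did. This follows from the correlation and adds nothing to it, since 100 axes with the same share of the change between the stages and otherwise shuffled genes left 0 to 207 genes with limma. A candidate explanation for the spread of males is a factor that varies among males and among diestrus females, and little among these proestrus samples. The authors had left out a proestrus library as an outlier, so the small spread of proestrus may partly reflect that choice. Where that library lies on the axis is not known here. By the study's methods, males were killed on the days on which females were, and the hour differed between diestrus and proestrus females, so day or time of collection is 1 such candidate. The collection day of each animal was not used here, so this was not tested. Tissue composition of the punches, RNA quality and GC content or gene length were not tested either. An effect of stage along the same axis remains open, since proestrus samples all scored above diestrus samples.

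The totals of the edgeR-normalized table followed the read totals, from 15.9 to 24.6 M reads. Dividing out a cycle of the inverse TMM factors of the samples down the genes left 100% of the values whole (tolerance 0.01), as TMM factors applied down the table instead of across the samples would. Only 11 distinct factors were found over all genes and libraries, which argues against a correction for gene length or GC content. Values of this table are therefore not comparable between libraries without rescaling. No biological explanation was tested.

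ENSRNOG00000033517 had 5.68 to 10.9 normalized counts in the 4 diestrus samples and 9.17 in proestrus replicate 5, but 278 to 611 in the other 6 samples. A search of 11731 genes with a mean of at least 50 normalized counts found 8 genes with a gap of at least 8-fold between neighbouring samples. Apart from this gene, 0 of them had the same low samples, and 0 of the 8 were low in exactly 1 sex or followed a single female stage. Proestrus replicate 5 held 3.11% of the mean of the other 2 proestrus samples, which argues against a mix of proestrus and diestrus tissue unless nearly all of it was from diestrus. On a score made from the other 6 females it lay at 0.61, above the diestrus samples (at most −0.24) and below the other 2 proestrus samples (at least 0.92). Males reached 0.65 on that score without a stage, so a wrong stage label of this sample stays open. A variant carried by some animals of an outbred stock, or reads shared between gene copies, may give such a pattern, and neither was tested. For this gene the difference between diestrus and males cannot be assigned to stage on these samples.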
